A study of Drosophila pseudoobscura with 29 samples. Its data were reported in "Conserved noncoding transcription and core promoter regulatory code in early Drosophila development" (2017).

How the data were processed

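Embryos of Drosophila pseudoobscura were sampled in 29 windows of 1 hour, from 0 to 29 h after egg laying, with 1 library per window and no replicates. Promoter activity was measured by RAMPAGE, a method that sequences cDNA molecules complete at their 5′ end, so that the start of each read marks a transcription start site. According to the methods of the study, each sample received its own sequence barcode during reverse transcription, after which the samples of the series were pooled, processed as a single library and sequenced on one lane. Misassignment of barcodes and unequal pooling can therefore act on these libraries, and no batch other than the barcode is given.

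The authors aligned reads with STAR to the FlyBase r2.9 genome of the species, called transcription start site clusters (TSCs, groups of neighbouring start sites that stand for 1 promoter) on the reads of the whole series together, and removed clusters over annotated ribosomal DNA repeats. The deposited expression values are RPM (reads per 1000000 reads), made by the authors for 26066 TSCs and for 8466 genes. Each library sums to 1000000 RPM over the TSCs. Over the genes of the gene table it sums to between 69.9% and 84.6% of that, so the denominator there includes reads not counted for these genes. A further deposited table holds a z-score per gene at 135 time points, which the authors computed after upsampling and smoothing the gene profiles. The deposited TSC intervals carry a score per TSC whose meaning is not stated. It summed to 88.3% of the reads recovered from the RPM values and was not used further. Because clusters were called on the pooled series, deeply sequenced windows weigh more in which TSCs exist.

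Whole reads were recovered from the RPM values, since every value in a library is a multiple of what 1 read is worth. Of the nonzero values, 100% came out within 0.1 of a whole number in every library and in both tables. In the 27-28 h library this says little, because it holds so few reads. The recovered totals ranged from 1011 reads in the 27-28 h library to 11862896 in the 0-1 h library. In the TSC table a single read was worth 0.0843 RPM in the deepest library, at most 1.38 RPM in the other libraries, and 989 RPM in the 27-28 h library. The gene table has its own value per read. There 2 reads were 0.167 RPM in the 0-1 h library, and 1 read was 983 RPM in the 27-28 h library. A TSC with no read could be present at up to 3 reads, which is 0.253 RPM at 0-1 h and 2967 RPM at 27-28 h. Reads have no molecular identifiers in these tables, so intervals and limits cover counting error only.

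Time-dependence was tested with limma 3.58.1 (R 4.3.3), as fixed for RPM values before the data were examined. A natural cubic spline of the start hour with 5 degrees of freedom was fitted to log2(RPM + 1), with the trend option and genes or TSCs with a maximum of at least 1 RPM, and the F-test of the spline was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. With 1 library per window, the error is the scatter of the libraries around a smooth course. Direction is the sign of the fitted value at the last minus the first window. Fitted changes are on the log2(RPM + 1) scale, which understates the change of low genes. The same spline was tested on recovered reads with the quasi-likelihood F-test of edgeR 4.0.16, an alternative chosen after the values were seen, and with the likelihood-ratio test of DESeq2 1.42.0. On reads simulated for the 8466 genes with the real library sizes and a dispersion of 0.1, of which 200 genes were changed, the limma fit recovered 44 and called 14 unchanged genes among the 8402 tested. Without the 27-28 h library it recovered 127 of the 200 and called 22 unchanged genes. On the same simulated reads with all libraries, edgeR recovered 112 of the 161 changed genes that passed its filter and called 8 unchanged genes among the 6502 tested. In each of these fits unchanged genes made up a larger share of the calls than 0.05, most so for limma with all libraries. Changed genes were few and followed a straight line in log2 level with the hour, unlike the real data, where most genes were called.

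Housekeeping TSCs were defined, as in the study, by a maximum of at least 10 RPM that was under 5 times the minimum. Developmentally regulated TSCs had a maximum of at least 10 RPM and at least 60% of their summed RPM within 8 consecutive windows. Regulated TSCs were clustered with hclust in R (complete linkage, 1 minus Pearson correlation), the tree was divided into 12 clusters, and clusters under 200 TSCs were left out. Shannon entropy in bits was computed from each RPM profile with a maximum of at least 2 RPM. Medians of TSC lists were placed among 10000 random lists drawn with replacement and matched on mean RPM in 20 bins. For entropy the lists came from gene-assigned TSCs, and for width from regulated TSCs peaking in the first 10 windows. Such percentiles describe these libraries, since TSCs are not replicates. Correlations of the X to autosome ratio with the hour were tested by two-sided permutation with 100000 resamples. Intervals on shares are 95% Wilson intervals, and intervals on medians are 95% bootstrap intervals over genes, TSCs or pairs. These Python steps used scipy 1.17.1 and numpy 2.4.6 and were tested on simulated profiles, lists and mixtures.

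The alternatives covered the low-value filter, the pseudocount, the spline, the scaling, smoothing, thinning of reads, the thresholds of each class and leaving out the 27-28 h library. All rules were fixed before the data were examined except those named as chosen later. Genes appear under the identifiers of the tables. Of the gene identifiers, 0 matched the RefSeq name table that was given, so gene names were not used, and by the rule fixed in advance only the 2 genes that rose most and the 2 that fell most are named, among time-dependent genes with a maximum of at least 25 RPM. The gene table and the TSC table use different identifiers, and 6354 genes were tied to a gene of the TSC table because their reads in all 29 libraries were equal. The TSC table names 10231 genes, more than the 8466 of the gene table. For its alignment the study paired genes between species by one-to-one orthology. Whether the gene table is limited to such genes is not stated, so results on genes hold for that table only. Core promoter motifs were not analysed here, as no genome of the r2.9 build was used. No column of per-sample values was left unmapped.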

Results

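The series profiled promoter activity through embryogenesis of the fly Drosophila pseudoobscura at a resolution of 1 hour. It comprised 29 libraries, 1 for each window from 0-1 h to 28-29 h after egg laying, so differences between single windows had no replicate check. In total 108674437 reads were recovered in TSCs, with a median of 3256062 per library. The 27-28 h library held 1011 reads and detected 557 TSCs. The next smallest, at 25-26 h, held 723775 reads, and across those other 28 libraries between 14818 and 23228 TSCs were detected. The 10 most abundant TSCs took 6.74% of the signal at 0-1 h, 20.3% at 20-21 h and 30.96% at 27-28 h.

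**Figure D1:**
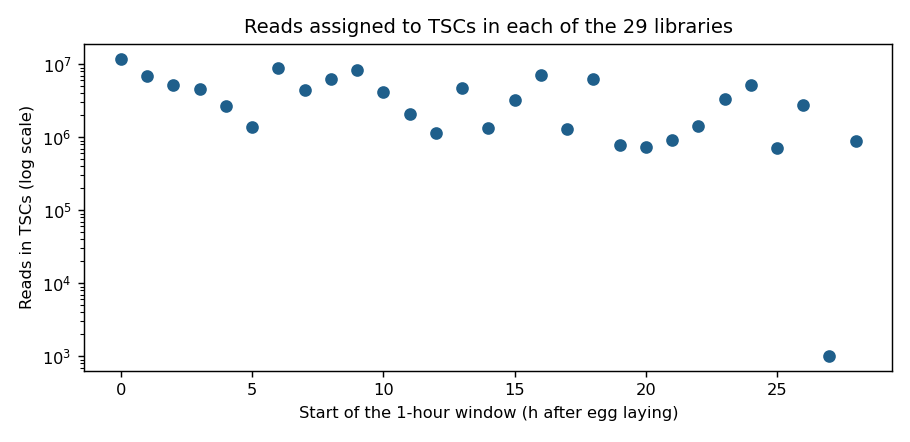
Reads assigned to TSCs (log scale) against the start of the 1-hour window, with 1 point per library. The 27-28 h library, with 1011 reads, lies far under the others, which hold between 723775 and 11862896 reads.

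The similarity of libraries showed how fast the transcriptome changed and whether any library stood apart. Over 8445 genes, the Pearson correlation of log2(RPM + 1) between consecutive libraries had a median of 0.959 (95% bootstrap interval over genes 0.958 to 0.961). Genes are not independent replicates, so this describes the libraries. The lowest value, 0.303, involved the 27-28 h library. Without that library the median was 0.960, and consecutive correlations ran from 0.924, between 21-22 h and 22-23 h, to 0.993, between 0-1 h and 1-2 h. The setting that moved the median most was thinning every library to the size of the smallest, which gave 0.236. Of the other 28 libraries, 23 were most similar to the window just before or after, and 5 to a window 2 hours away. The 27-28 h library was most similar to the 18-19 h library, with a correlation of 0.342. The median correlation fell to 0.882 at 5 hours apart, 0.778 at 10 hours and 0.569 at 20 hours. It was higher again at longer distances, with 0.602 at 21 hours, 0.614 at 24 hours and 0.666 for the single pair 28 hours apart. With the 0-1 h library the correlation was 0.494 at 23-24 h, 0.569 at 24-25 h, 0.606 at 25-26 h, 0.619 at 26-27 h and 0.666 at 28-29 h.

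**Figure D2:**
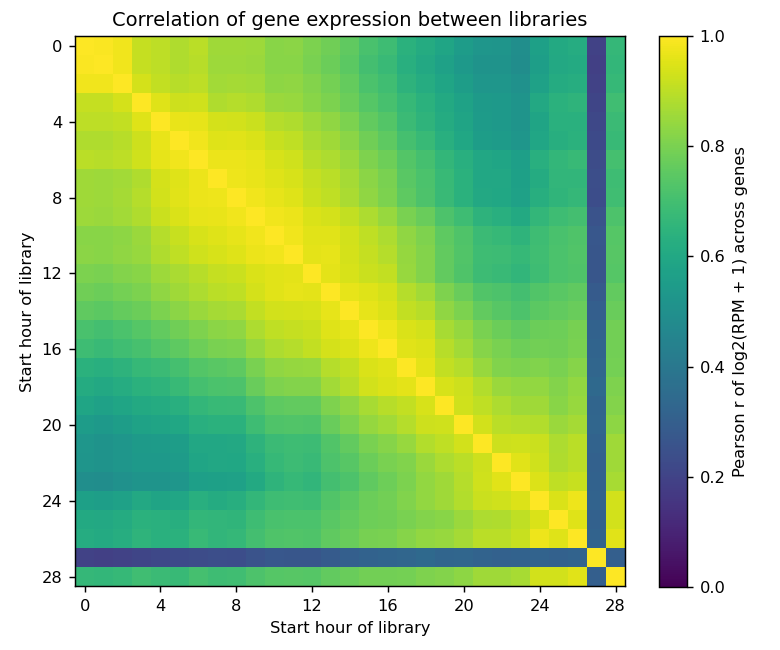
Pearson correlation of log2(RPM + 1) across genes for every pair of libraries, ordered by start hour on both axes. Values are highest beside the diagonal, and the row and column of the 27-28 h library are low throughout, with a highest value of 0.342 against another library.

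Most genes of the gene table changed with time. The limma F-test with Benjamini-Hochberg adjustment called 6579 of 8445 genes (77.9%), of which 2499 ended higher and 4080 ended lower than they began. At the level of single promoters, 18521 of 25361 TSCs (73.03%) were called, 8331 higher and 10190 lower. The setting that moved the number of genes most was the edgeR quasi-likelihood test on recovered reads, which called 3964 of the 4908 genes that passed its filter. Leaving out the 27-28 h library gave 7706 genes, 3443 higher and 4263 lower, and 20059 TSCs, 10533 higher and 9526 lower, so the majority direction among TSCs depended on that library. With upper-quartile scaling and without that library, 4115 genes were higher and 3289 lower, so the majority direction among genes depended on the scaling.

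The tables do not pair these identifiers with gene names. FBgn0086519 rose most, by 13.77 ± 1.68 (SE) on the log2(RPM + 1) scale (limma adjusted p = 1.5e-14), from 1.75 RPM at 0-1 h to a peak of 78072 RPM at 24-25 h. Its reads came from 1 TSC of 266 bp on chromosome 3, from 11050927 to 11051192 on the minus strand in the r2.9 build. This gene was at 157 RPM at 6-7 h and at 0.478 RPM at 8-9 h, so its course was not smooth. FBgn0050197 rose by 11.26 ± 0.83 (SE; limma adjusted p = 1.2e-19), from 0.167 RPM, which was 2 reads, to 6347 RPM at 25-26 h. Its TSC of 385 bp lies on chromosome 3 from 5030073 to 5030457 on the plus strand. FBgn0016053 fell by 8.51 ± 0.69 (SE; limma adjusted p = 1.5e-14), from 293 RPM at 0-1 h to 0 reads at 28-29 h. With 3 reads as the limit, which is 3.35 RPM in the gene table at 28-29 h, it was at least 87.4-fold lower. Its TSC of 82 bp lies on chromosome 3 from 14914069 to 14914150 on the minus strand. FBgn0259682 fell by 8.19 ± 1.08 (SE; limma adjusted p = 1.3e-08), from 1051 RPM to 25.7 RPM, and was not tied to a TSC. Without the 27-28 h library it fell by 6.49 ± 0.74 (SE).

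The study separated housekeeping from developmentally regulated promoters, and its definitions were applied to the unaligned series. Of 12677 TSCs with a maximum of at least 10 RPM, 44 (0.347%; 95% Wilson interval 0.259 to 0.466%) were housekeeping. The 27-28 h library decided this count, since 95.6% of these TSCs had no read in it. Without it 1036 of 12665 TSCs (8.18%; 7.72 to 8.67%) were housekeeping, and all 44 were among them. Of the settings with all libraries, smoothing over 3 windows moved the count most, to 1995. Regulated TSCs numbered 4793 (37.8%; 36.97 to 38.66%) with all libraries and 4771 (37.7%) without that one, with 4715 in both sets. Of the 4793, 166 peaked in the 27-28 h library. Without it, 1403 regulated TSCs peaked in windows starting at 0 to 9 h, 1316 at 10 to 19 h and 2052 at 20 h or later, and the window with the most peaks was 22-23 h, with 512. Gene-assigned TSCs made up 97.1% of the housekeeping and 79.7% of the regulated TSCs in that set.

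Clustering of the 4793 regulated TSCs gave 10 clusters of at least 200 members, which held 4532 TSCs. Their mean profiles peaked in the windows starting at 1, 5, 8, 10, 14, 17, 19, 22, 24 and 28 h. The largest, with 957 TSCs, peaked at 24-25 h. Average linkage moved the number most, to 5 clusters. Without the 27-28 h library 9 clusters remained above the minimum size, peaking at 1, 5, 10, 16, 17, 19, 22, 24 and 28 h.

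**Figure D3:**
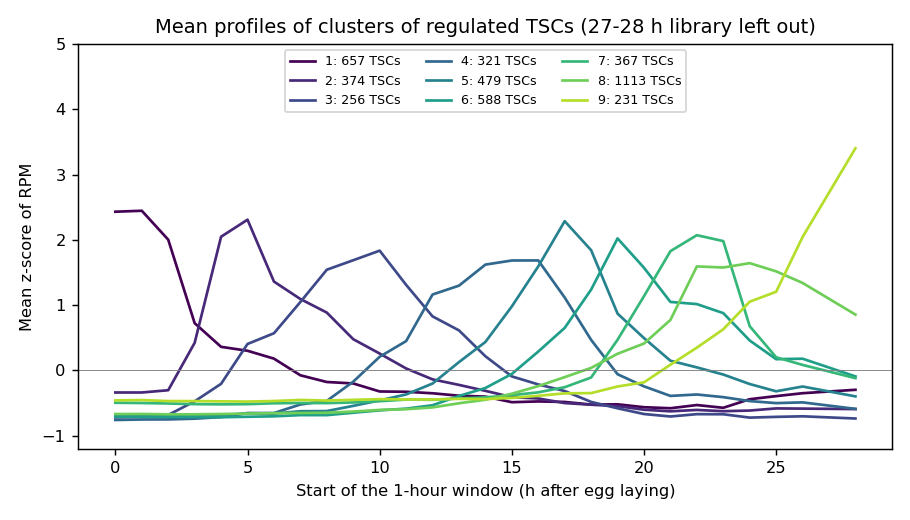
Mean z-score of RPM against the start of the 1-hour window for the 9 clusters of regulated TSCs obtained without the 27-28 h library, whose place is bridged by straight lines. Peaks run from 1-2 h, in a cluster of 657 TSCs, to 28-29 h, in a cluster of 231 TSCs.

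The deposited table assigned 18173 of 26066 TSCs (69.7%; 95% Wilson interval 69.2 to 70.3%) to annotated genes, and 7893 to none. The share depended most on how TSCs were weighed. It was 86.3% among TSCs with a maximum of at least 10 RPM, and gene-assigned TSCs held 95.01% of the summed signal. The entropy of the profile, which is high for even expression and low for expression in few windows, had a median of 3.66 bits over 5652 unassigned TSCs and 4.18 bits over 16316 gene-assigned TSCs, a difference of -0.53 bits (95% bootstrap interval -0.56 to -0.50). In this setting most of the difference went with expression level. Random gene-assigned lists matched on mean RPM had a median of 3.67 bits, and the unassigned median lay at the 9.14th percentile of them. Without the 27-28 h library it lay at the 17.7th percentile. Other settings left a difference after matching. With each TSC thinned to 100 reads the medians differed by -0.16 bits, and the unassigned median of 3.86 bits lay under all matched lists, whose median was 3.93 bits, as it also did with that thinning and without the 27-28 h library. Among TSCs with a maximum of at least 10 RPM the unassigned median of 3.99 bits also lay under all matched lists, whose median was 4.16 bits, and with smoothed profiles it lay at the 0.14th percentile.

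The study linked promoter structure to the phase of expression, and the width of a TSC is the structural property that the intervals hold. Regulated TSCs peaking in the first 10 windows had a median width of 86 bp (1389 TSCs), against 33 bp for those peaking in the last 10 windows (2370 TSCs). The difference was -53 bp (95% bootstrap interval -56.5 to -49.0). All 10000 lists of early-peaking TSCs matched on mean RPM had a larger median than the late-peaking TSCs, and their middle value was 89 bp. TSCs were called on pooled reads, and matching on RPM does not match reads. Libraries of the first 10 windows held 1399705 to 11862896 reads, and those of the last 10 held 1011 to 5247396. No comparison matched on reads was run, so a part of depth in the difference in width stays open. Restricting the comparison to gene-assigned TSCs moved the difference most, to -58 bp.

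Promoters of 1 gene had related but not identical courses. Over 3875 pairs of TSCs from 1702 genes, the median Pearson correlation of the RPM profiles was 0.481 (95% bootstrap interval 0.457 to 0.502), against 0.0336 for random pairs of TSCs from different genes. The correlation was under 0 in 21.8% of pairs of 1 gene and in 47.6% of random pairs. The setting that moved the median most was the Spearman correlation, which gave 0.525, while pairs over 500 bp apart moved it about as far the other way, to 0.437. Pairs share genes and are not independent replicates.

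The time scale of the deposited table named as aligned was examined by regressing the peak in its profiles on the peak hour. The authors upsampled the profiles 5-fold, so a series with no stretch at all advances 5 points per hour. Across 5969 genes with a maximum of at least 25 RPM the slope was 3.96 points per hour (95% interval 3.89 to 4.03). The last windows lowered it. The 312 genes that peaked in the 27-28 h library had a median peak at point 53.5 of this table, and without that library the slope was 4.66. For peak hours from 2 to 24 the slope was 4.95, close to the value without a stretch, so these slopes are not evidence of one. Whether the table holds the series before or after alignment could not be told. If it is the series before alignment, a slope near 5 follows from the upsampling and says nothing about tempo. The number of points in the table corresponds to 27 windows at 5 points each rather than to 29, and which windows were used is not stated, so peaks in the last windows need not have a counterpart in it. Using the centre of mass of each profile gave the highest slope, 5.35. Genes are not independent replicates.

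In this species the X chromosome has 2 arms, XL and XR, and the level of their TSCs relative to autosomal TSCs was followed through time. The log2 ratio of the median RPM of 2437 TSCs on XR to that of 7518 autosomal TSCs rose from a median of -0.20 over the first 5 windows to 0.13 over the last 5. It rose with the hour, with a Spearman rho of 0.918 and a Pearson r of 0.912 (permutation test, two-sided, p = 1e-05 for each, the smallest the resamples can give, n = 28). The adjusted p over the 2 arms was 2e-05 by permutation. The ratio over 2205 TSCs on XL fell from 0.17 to -0.04, with a Spearman rho of -0.608 (permutation p = 0.00073, adjusted p = 0.00073, n = 28) and a Pearson r of -0.603 (permutation p = 0.0008, n = 28). No ratio could be formed in the 27-28 h library, where the medians were 0. Without the first and the last library rho was 0.882 with r of 0.834 for XR, and -0.586 with r of -0.650 for XL. With XR TSCs subsampled to the mix of peak times found on autosomes, chosen after seeing the data, the rise on XR was no longer past the threshold (rho = 0.367, permutation p = 0.055, n = 28), although matching on the time of peak flattens the ratio by construction. With TSCs assigned to genes, the fall on XL was no longer past the threshold by Spearman (rho = -0.321, permutation p = 0.095, n = 28), while by Pearson it was (r = -0.379, permutation p = 0.047, n = 28). Neighbouring windows resemble each other, which the permutation does not take into account, so these p-values are too small to an unknown degree.

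**Figure D4:**
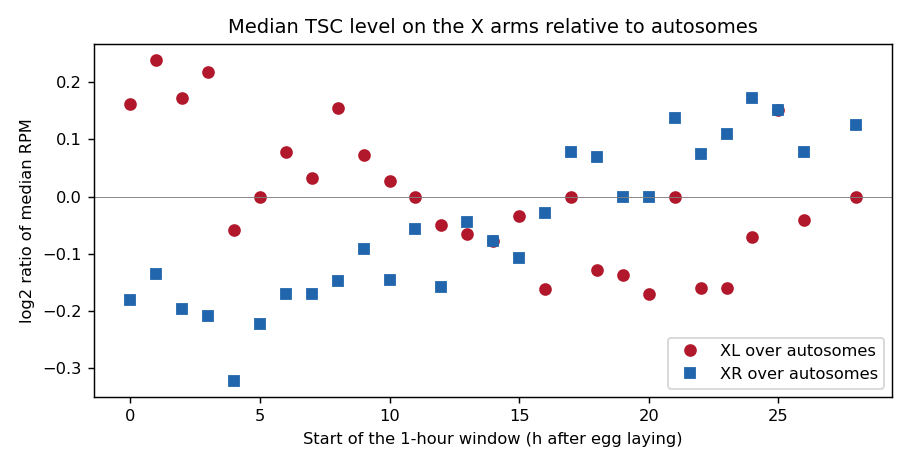
Log2 ratio of the median RPM of TSCs on XL (circles) and XR (squares) to that of autosomal TSCs, against the start of the 1-hour window, with 1 point per library and arm. XR runs from -0.32 at its lowest to 0.17 at its highest, while XL lies between -0.17 and 0.24.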

Values the study reported

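In Drosophila melanogaster, the study assigned 82% of TSCs to annotated genes. In that species it classified 587 TSCs as housekeeping and 6,015 as developmentally regulated, out of 11,900 with a maximum of at least 10 RPM.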

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

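Alternatives that name the 27-28 h library, edgeR, a thinning to the second smallest library, or the mix of peak times were chosen after seeing the data, with 1 exception. Leaving out the library with the fewest counts and changing nothing else, which meant the 27-28 h library, was planned for time-dependent genes and TSCs, housekeeping TSCs, regulated TSCs and entropy. The cause of each change was not tested unless stated.

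For time-dependent genes, 9 of 11 alternatives stayed within 1.5 times the number reported, from 5644 to 7953. The edgeR test called 3964 genes, 2960 of which limma also called, and 4182 without the 27-28 h library. For TSCs edgeR called 5200, of which 3987 were shared, and 5532 without that library, and a maximum of at least 10 RPM left 10406. In these fits fewer genes and TSCs were tested, 4908 and 6436 in edgeR with all libraries and 12677 TSCs under the stricter filter. Among genes, the share ending higher was 37.98% as reported, 55.6% under upper-quartile scaling without the 27-28 h library, and 50.4% with DESeq2. Among TSCs it was 44.98% as reported, 50.98% under that scaling and 63.1% with DESeq2. Upper-quartile scaling with all libraries was not run, because the upper quartile of the 27-28 h library is 0.

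The share of housekeeping TSCs, 0.347% as reported, changed by the largest factor. It was 17.4% after smoothing over 3 windows, 8.18% without the 27-28 h library, 10.1% in the first 24 windows and 0.860% under 10-fold. Without the 27-28 h library it was 5.98% with upper-quartile scaling (765 TSCs), 9.73% with a pseudocount of 1 RPM (1232), 24.2% under 10-fold (3060), 10.9% with a maximum of at least 25 RPM (961) and 26.3% after smoothing (3024). A single read in the 27-28 h library is worth 989 RPM, so a minimum above 0 in all 29 libraries requires a TSC to have a read there. The regulated count was 3042 with a maximum of at least 25 RPM and 2167 with 80% of the sum, both stricter by construction, and the other 5 alternatives stayed within 1.5 times. Since the study's series had 24 windows, 8 of 29 windows is a stricter rule than its own. The count was 6302 with 10 of 29 windows, the same share of the series as 8 of 24, and 5569 (45.2%) in the first 24 windows. Average linkage left 5 clusters, and the other 3 alternatives gave 8 or 9.

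The median correlation of consecutive libraries was 0.941 with log2(RPM + 0.1), 0.951 with a maximum of at least 10 RPM, 0.236 after thinning to the smallest library and 0.935 after thinning to the second smallest without the 27-28 h library. Thinning removes reads only, so the last 2 values show what depth alone costs. The share of gene-assigned TSCs was 74.3% with a maximum of at least 2 RPM, 86.3% with at least 10 RPM, likewise without the 27-28 h library (86.3%), and 95.01% of the summed signal. The entropy difference kept its sign and was -0.43 bits with a maximum of at least 10 RPM, -0.33 after smoothing, -0.160 with each TSC thinned to 100 reads and -0.162 with that thinning and without the 27-28 h library. The width difference was -57 bp for the first 5 against the last 5 windows and -58 bp for gene-assigned TSCs. The median correlation of promoters of 1 gene was 0.525 with Spearman and 0.437 for pairs over 500 bp apart. The tempo slope was 3.55 points per hour with a maximum of at least 100 RPM, 5.35 with the centre of mass, 4.95 for peak hours from 2 to 24 and 4.66 without the 27-28 h library. The rise on XR kept its direction and its side of the threshold in 6 of 7 alternatives, with rho from 0.559 to 0.904, the exception being XR TSCs subsampled to the autosomal mix of peak times (rho = 0.367), and the fall on XL in 5 of 6, the exception being TSCs assigned to genes (rho = -0.321, with Pearson still past it at r = -0.379). The motif alternatives were not run. No paired analysis was possible because each window has 1 library.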

Other observations

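The tests of the 27-28 h library against the pool, of the late-peaking TSCs near 0 at 4-6 h, and of depth on the XR ratio were chosen after their results were seen.

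With all libraries 44 TSCs were housekeeping here. That is lower than the value quoted from the study above, for another species. Without the 27-28 h library the count was 1036. That is higher than the quoted value. The quoted value comes from a series of 24 windows, and the fold between maximum and minimum can only grow as windows are added. In the first 24 windows here the count was 1250, or 10.1%. Depth was not matched between the species.

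The order of the hours mattered for the calls of time-dependence. Of 100 orders of the hours, the real one included, 1 gave as many time-dependent genes and 1 gave as many time-dependent TSCs. The largest number in a permuted order was 2887 genes and 2616 TSCs.

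The reads of the 27-28 h library were described poorly by its direct neighbours. Its most abundant TSC, chosen for its level, lies on chromosome 3 from 1096375 to 1096386, took 169 of its 1011 reads, and had 6 reads in all other libraries together. The second, on chromosome 3 from 7478524 to 7478650, had 52 reads, or 5.14% of the library, while it stood at 907 RPM at 26-27 h and 997 RPM at 28-29 h. After the first was set aside, 842 reads remained, and the library that described them best was 19-20 h. Low depth alone is argued against, since 100% of 1000 draws of 842 reads from the 26-27 h and 28-29 h libraries were best matched by a library at 22 h or later. A mislabelled sample of another single stage stays open. The libraries within 3 hours of the best match took 61.8% of the weight in a mixture of libraries, against at least 66.3% in 140 draws from single libraries of that age, but such draws carry counting noise only. The 25-26 h library, close to its labelled age, took 32.2%, the second largest weight after the 37.2% of 18-19 h, so part of the reads matched late libraries. Reads of other libraries assigned to this barcode were considered as well. The pooled reads of the other 28 libraries had a log-likelihood per read 0.251 nats above that of the better neighbour. Every single library from 15-16 h to 21-22 h also described the reads better than that neighbour, so this is weak support. The pool was still a poorer match than 19-20 h (-8.08 against -7.98 nats per read), so a plain copy of the pool does not describe it fully. In the mixture the 0-1 h library, the deepest with 11862896 reads, took 0% of the weight. Each library from 2-3 h to 12-13 h also took 0%, and 1-2 h took 0.896%. These weights argue against reads assigned in proportion to library depth. Reads assigned mainly from later libraries stay open. No biological explanation was tested.

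Some early libraries contained traces of transcripts that belong to the end of the series. Of 162 TSCs that reached 1000 RPM and peaked at 20 h or later, 54.3% were higher at 6-7 h than in both neighbouring windows, against at most 26.5% for the windows starting at 1 to 5 h. That comparison alone did not decide, and a stricter set was chosen after it. The set held the 33 TSCs with a mean of at least 1000 RPM from 20 h on and under 0.05% of it at 4-6 h. Their median level was 0.436% of the late mean at 6-7 h, 0.0383% at 7-8 h and 0.00660% at 8-9 h. It was then 0.0858% at 9-10 h, 0.513% at 10-11 h, 0.616% at 11-12 h, 0.0416% at 12-13 h and 0.415% at 13-14 h. At 6-7 h 90.9% of the 33 reached 0.05% of the late mean, at 7-8 h 45.5%, at 8-9 h 9.09% and at 9-10 h 60.6%. Depth is argued against, since after thinning the 6-7 h library to the reads of the 5-6 h library the median of the 162 TSCs was 9.29 RPM, against 0.714 RPM at 5-6 h and 5.77 RPM at 7-8 h. RNA or reads of older stages mixed into the library may account for it, since nearly the whole set appears together at a small share of its late level and is nearly absent 2 windows later. These tables do not separate older embryos in the collection from misassigned barcodes, and true expression at 6-7 h stays open as well. Values under about 1% of a late peak in the windows from 6-7 h to 13-14 h are therefore uncertain, which includes the early level of FBgn0086519.

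The rise of the XR to autosome ratio was examined for technical causes and for the kinds of TSCs on the arm. Depth is argued against as its whole cause, since rho was 0.772 with 28 libraries thinned to equal depth. Regulated TSCs that peak late made up 19.8% of the XR TSCs with a maximum of at least 10 RPM, against 16.4% of autosomal and 12.7% of XL TSCs. Without regulated TSCs, 1478 remained on XR and 4619 on autosomes, and rho was 0.401 (permutation p = 0.036, n = 28). This decides nothing, since taking out TSCs that vary with time lowers a trend by construction. In a test added later, 100 subsamples of XR TSCs were given the autosomal shares of unregulated TSCs and of regulated TSCs by time of peak. The median rho was 0.367 (permutation p of the median draw 0.055, n = 28), with a range from -0.24 to 0.74, while 100 random subsamples of as many XR TSCs gave a median rho of 0.891 and a range from 0.75 to 0.94. The time of peak comes from the same profiles that form the ratio, so matching on it also lowers the trend by construction. The rise on XR and the larger share of late-peaking TSCs there are 2 descriptions of the same profiles, and these tests do not show which underlies the other. A change in output of the arm as a whole was not tested separately.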
